A study of Mus musculus with 9 samples. Its data were reported in "Single nucleus multi-omics regulatory landscape of the murine pituitary" (2021).

How the data were processed

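Nuclear RNA of the mouse pituitary was measured with the 10x Genomics 3' version 3 assay in 9 libraries of 4 groups, which were 3 snap-frozen males, 3 snap-frozen females, 2 dissociated females and 1 dissociated male. The deposited matrices hold counts, as raw UMI counts per gene and barcode that the authors made with Cell Ranger 3.0.2 against mm10, and the deposited barcode and gene files hold other text identifiers and no measurement. Per the labels the snap-frozen libraries count nuclear pre-mRNA, introns included, and the dissociated ones nuclear mRNA. The study's methods describe counting over whole transcripts for its nuclei and name no preparation, so the sources differ on whether introns were counted in the dissociated libraries. Gene positions came from GENCODE vM21 (GRCm38), which matched 30934 of the 31053 gene identifiers (99.62%). The series' chromatin and methylation data were not used here.

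Nuclei with 500 to 45000 UMIs and at most 0.5% hemoglobin counts were kept. Scrublet, run through scanpy 1.11.5 on Python 3.11.15, removed doublets at an expected rate of 0.8% per 1000 barcodes, which was 3.61% to 5.92% of nuclei in the snap-frozen libraries and 22.49%, 8.13% and 7.92% in dissociated females 1 and 2 and male 4. Counts were scaled to 10000 UMIs and logged, and 3000 variable genes, 40 principal components and 15 neighbours gave Leiden clusters at resolution 1.0 with igraph 0.11.9 and seed 1, for snap-frozen and dissociated nuclei apart. Hormone genes, mitochondrial, ribosomal, hemoglobin, X inactivation, Y-linked, immediate early and heat shock genes and regulon drivers were kept out of the variable genes. A cluster took the class of the best of 14 marker sets, that of erythrocytes left out, when at least 3 of its markers lay at least 2-fold above the median cluster, with a pseudocount of 0.05 and a mean log2 fold of at least 1.0, and each marker counted when found in at least 10% of its nuclei. Clusters with more markers of another class among their 10 highest genes stayed without a class, as did those below 1/3 of the median UMIs without a marker of their own there. Macrophage and leukocyte markers were joined as immune cells. A cluster whose second class reached 50% of the first's score was mixed, or a doublet cluster above 1.5 times the median UMIs. Mixed clusters were at first to be left out whole, and after the clusters were seen this was changed, so that nuclei of a mixed cluster took the class of their cluster at resolution 2.0 where that had one. This step assigned nuclei of a cluster that held 2595 nuclei of dissociated male 4 and 122 and 100 of the dissociated females. The naming thresholds and the comparison with the median cluster were set after the clusters were seen. The tests, gene lists, rule for named genes and most alternatives were fixed before the data were examined.

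Counts were summed per library and class, and classes with at least 20 nuclei in every library of a comparison were tested, which left 8 classes of 12. Genes were tested with the quasi-likelihood test of edgeR 4.0.16 on R 4.3.3, with TMM factors and filterByExpr, and p-values were adjusted by Benjamini-Hochberg over the genes of a class with a threshold of 0.05. The class by sex term was tested with the library as a block. Nuclei per class were tested with edgeR with the total of classed nuclei as offset, beside an exact permutation test of the shares. Gene lists were tested with camera of limma 3.58.1 with a preset correlation of 0.01 and with an estimated one, and with fry, where at least 3 members were tested. The 20 lists were immediate early genes (24), heat shock (12), unfolded protein response (15), estrogen response (24), reproductive state genes named by the study (6), gonadotrope function (18), growth hormone axis (15), prolactin axis (11), corticotrope and melanotrope function (15), thyroid axis (8), steroid receptors (7), X inactivation and escape (10), Y-linked (5), regulon drivers named by the study (33), nuclear long noncoding RNA (10), voltage-gated channels (20), exocytosis (24), mitochondrially encoded (13), hemoglobin (4) and somatotrope poles named by the study (3). Levels are TMM-scaled counts per library and class in CPM, except plain CPM for single animals, regulon drivers and signs in dissociated libraries. TMM factors were fitted for each comparison, so levels of the same libraries differ between the comparisons by sex and by preparation.

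Named genes are the 10 with the largest log2 change in each direction in the main classes, and 4 in the others, among genes past the threshold with at least 20 CPM in the higher group and libraries that do not overlap. Predicted genes, X inactivation and Y-linked genes were left out, and by preparation mitochondrial and ribosomal protein genes, as were genes whose level in a class can be background, which means that RNA from other cells, estimated from hormone genes of other classes, reaches 50% of it. Members of the lists are named beside these, and the results of 2 genes are not reported here. A fold against a group with no count was set against a floor of 3 counts over the group, in plain CPM of the pooled group and not on the TMM scale. Regulon drivers were tested by exact sign flips over 6 libraries on log2(CPM + 1) against the mean of the other classes, and somatotrope poles by exact sign flips on the log2 odds ratio in nuclei thinned to 1000 UMIs with 0.5 added to each cell of the table. Signs in the dissociated libraries needed at least 20 UMIs, and the comparison set was genes with an adjusted p above 0.5.

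The alternatives were clustering resolution 0.5 and 2.0, TMM factors over classes, no doublet removal, at least 1000 UMIs, at most 5% mitochondrial counts, size factors of DESeq2 in edgeR, DESeq2 1.42.0, no filter on low counts, no background genes, each replicate left out in turn, the replicate number as a block, all 9 libraries with sex and preparation, a pseudocount of 10 CPM for drivers, and poles thinned to 2000 UMIs or not thinned. Added after the data were seen were mixed clusters left out whole or counted as somatotropes, snap-frozen female 3 and male 3 left out, and TMM scaling of the dissociated libraries. Tested on simulated data, in which genes were changed in lactotropes of 3 against 3 libraries, edgeR recovered 44.8% of 2-fold, 91.0% of 4-fold and 95.5% of 8-fold changes. These were 30, 61 and 63 genes, and beside them stood 14 false calls, out of 14218 genes tested. In dissociated against snap-frozen lactotropes it recovered 20.9%, 74.6% and 80.3%. That simulation changed 67, 67 and 66 of 15939 genes by these folds, far fewer than the real comparison called. It does not show the recovery where most genes differ. A 2-fold change of a class share was recovered in 69% of 100 simulated sets, with 0.26 false calls per set.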

Results

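RNA was counted in single nuclei of the mouse pituitary in 9 libraries from C57BL/6 animals aged 10 to 12 weeks. Snap-frozen pituitaries gave 3 male and 3 female libraries, and pituitaries dissociated to cells and cryopreserved before the nuclei were taken gave 2 female libraries and 1 male library. The snap-frozen libraries held 7322, 4726 and 6279 barcodes in males 1 to 3, and 7406, 5725 and 4515 in females 1 to 3. Their total counts were 27069893, 19381163 and 22486968 UMIs (unique molecular identifiers) in males 1 to 3, and 31683179, 31673819 and 19895019 UMIs in females 1 to 3. The dissociated libraries held 28109 and 10162 barcodes with 108207923 and 47716441 UMIs in females 1 and 2, and 9901 barcodes with 34537901 UMIs in male 4. The median nucleus had 3206 to 5031 UMIs and 1784 to 2374 genes in the snap-frozen libraries, and 2880 to 3789 UMIs and 1022 to 1129.5 genes in the dissociated ones. With nuclei of at least 1000 UMIs thinned to 1000, the median number of genes was 633 to 692 in the snap-frozen libraries and 356.5 to 400 in the dissociated ones. Mitochondrially encoded transcripts made up a median of 0.0636% to 0.143% of a snap-frozen nucleus's counts and 16.2% to 25.7% of a dissociated one's.

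Marker genes named 12 cell classes, which were somatotropes, lactotropes, gonadotropes, thyrotropes, corticotropes, melanotropes, stem cells, proliferating cells, pituicytes, endothelial cells, pericytes and immune cells. The snap-frozen libraries gave 6506, 4119 and 5615 classed nuclei in males 1 to 3, and 6703, 5188 and 3977 in females 1 to 3. The dissociated libraries gave 18947 and 7727 in females 1 and 2, and 7440 in male 4. Expression matched the labelled sex in every library. Xist, the RNA that silences one X chromosome, stood at 0.599 ± 0.181 CPM in male and 2011 ± 402 CPM in female snap-frozen lactotropes (SD, n = 3 each). The Y-linked gene Uty stood at 218.0 ± 18.0 CPM in the males and 1.41 ± 0.383 CPM in the females of that class.

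The snap-frozen libraries first address whether the make-up of the pituitary differs between the sexes. Lactotropes, which secrete prolactin, made up 37.2% ± 4.75 of classed nuclei in females and 20.2% ± 3.25 in males (SD, n = 3 each). Proliferating cells, named by mitotic genes such as Top2a and Mki67, made up 4.25% ± 1.50 in females and 0.987% ± 0.310 in males. Somatotropes, which secrete growth hormone, made up 30.2% ± 3.81 in females and 48.2% ± 5.76 in males. Gonadotropes, which secrete the gonadotropins LH and FSH, made up 3.33% ± 0.248 in females and 6.54% ± 0.349 in males. In an edgeR model of nuclei per class, the female share was higher by 0.89 ± 0.23 on the log2 scale for lactotropes (SE, adjusted p = 0.0239) and by 2.10 ± 0.37 for proliferating cells (adjusted p = 0.00714). The log2 difference was -0.67 ± 0.22 for somatotropes (adjusted p = 0.0498) and -0.97 ± 0.21 for gonadotropes (adjusted p = 0.0106). In each of these 4 classes the 3 females and the 3 males did not overlap, which chance gives for 10% of classes, and the exact permutation test gave p = 0.1, the smallest that 3 against 3 allows. The other 8 classes did not pass the test. They were stem cells with 10.6% in females and 7.95% in males (adjusted p = 0.345), melanotropes with 6.78% and 7.86% (0.751), corticotropes with 2.72% and 3.16% (0.751), thyrotropes with 1.49% and 1.60% (0.922), immune cells with 0.679% and 0.516% (0.672), endothelial cells with 0.673% and 0.987% (0.672), pericytes with 1.17% and 1.16% (0.941), and pituicytes with 0.881% and 0.922% (0.941). The males were processed on one day and the females on another, so sex and day cannot be told apart.

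Some of these calls ended when a library was left out or a setting was changed. With a library left out, the log2 differences kept their sign, as given below. The adjusted p for somatotropes was 0.133, 0.166 and 0.170 without male 1, 2 or 3, and 0.171 and 0.170 without female 1 or 2, and it ranged from 0.0306 to 0.359 over all alternatives. For lactotropes it was 0.0711, 0.0931 and 0.112 without male 1, 2 or 3, and 0.0886 without female 2, with a range of 0.0191 to 0.112. For gonadotropes it was 0.0711 and 0.0905 without male 1 or 3, and 0.0782 without female 2, with a range of 0.00957 to 0.0905. Of the settings other than left-out libraries, TMM factors over classes ended all 3 calls (adjusted p = 0.359 for somatotropes, 0.0676 for lactotropes and 0.0877 for gonadotropes). The replicate block ended the calls for somatotropes (0.0903) and lactotropes (0.0726), and that for somatotropes also ended at resolution 0.5 (0.0623) and 2.0 (0.0700), without doublet removal (0.0732) and at most 5% mitochondrial counts (0.0506). The call for proliferating cells held in every alternative, with an adjusted p of at most 0.0495.

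**Figure D1:**
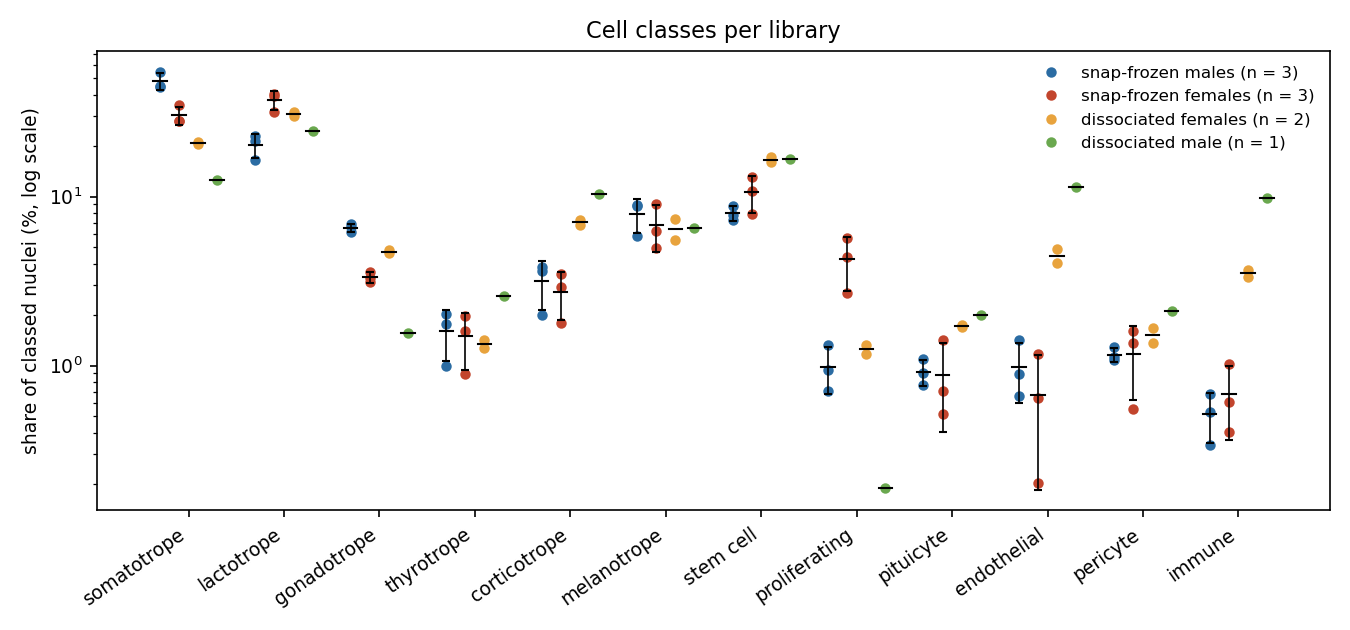
Share of classed nuclei (%, log scale) of each of the 12 cell classes, with 1 point per library, coloured by group, a black line at each group mean and error bars of 1 SD where n = 3. Lactotropes sit at 31.8% to 40.6% in snap-frozen females and 16.5% to 22.7% in males, and gonadotropes at 3.10% to 3.60% and 6.17% to 6.86%.

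Sex differences in expression were largest in number in lactotropes. Female lactotropes had more Prl, the prolactin gene (48030.4 ± 6676 CPM against 18629 ± 2550.4 in males, SD, n = 3 each), a log2 difference of 1.37 ± 0.23 (SE, adjusted p = 0.0106). They also had more Gal, a peptide made in estrogen-treated lactotropes (log2 3.21 ± 0.39), Pgr, the progesterone receptor (log2 2.84 ± 0.55, from 26.6 to 189.6 CPM), and Crhbp, which binds corticotropin-releasing hormone (log2 7.17 ± 1.03, from 0.476 to 67.3 CPM). Male lactotropes had more Fyb2, an adaptor of immune cell signalling (log2 -4.58 ± 0.20), Ramp1, a subunit of the CGRP receptor (log2 -5.45 ± 0.31), and Bdkrb2, the bradykinin B2 receptor (log2 -3.88 ± 0.34). Of 14218 genes tested with edgeR, 802 were higher and 902 lower in females.

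The 10 named genes with the largest increase in female lactotropes ran from log2 5.39 to 7.64 and the 10 with the largest decrease from -3.15 to -5.45. The highest was Reln (ENSMUSG00000042453, GRCm38 chromosome 5, 21884454 to 22344702), a secreted protein that guides migrating neurons, at 6.18 ± 0.181 CPM in males and 1238 ± 837 CPM in females (SD, n = 3 each, log2 7.64 ± 0.77, adjusted p = 0.00154). The others were Zfp804a (log2 7.18), Crhbp, Aebp1 (7.01), the protease Capn8 (6.30), the acid-sensing channel subunit Asic2 (6.10), the kinase gene Pak7 (6.00), Wdr64 (5.73), Impg1 (5.58) and Il1rapl2 (5.39). The lowest adjusted p of the named genes was that of Fyb2 (ENSMUSG00000078612, chromosome 4, 104913456 to 105016863), at 172.3 ± 18.4 CPM in males and 7.18 ± 1.80 CPM in females (adjusted p = 2.4e-05). The other genes with more RNA in males were Megf10 (log2 -5.45), a receptor for engulfing dead cells, Plxdc2 (-4.68), Fam135b (-4.42), Lmo2 (-4.31), a cofactor of transcription in blood cells, A2m (-3.56), a protease inhibitor, Loxhd1 (-3.51) and Cdhr3 (-3.15).

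**Figure D2:**
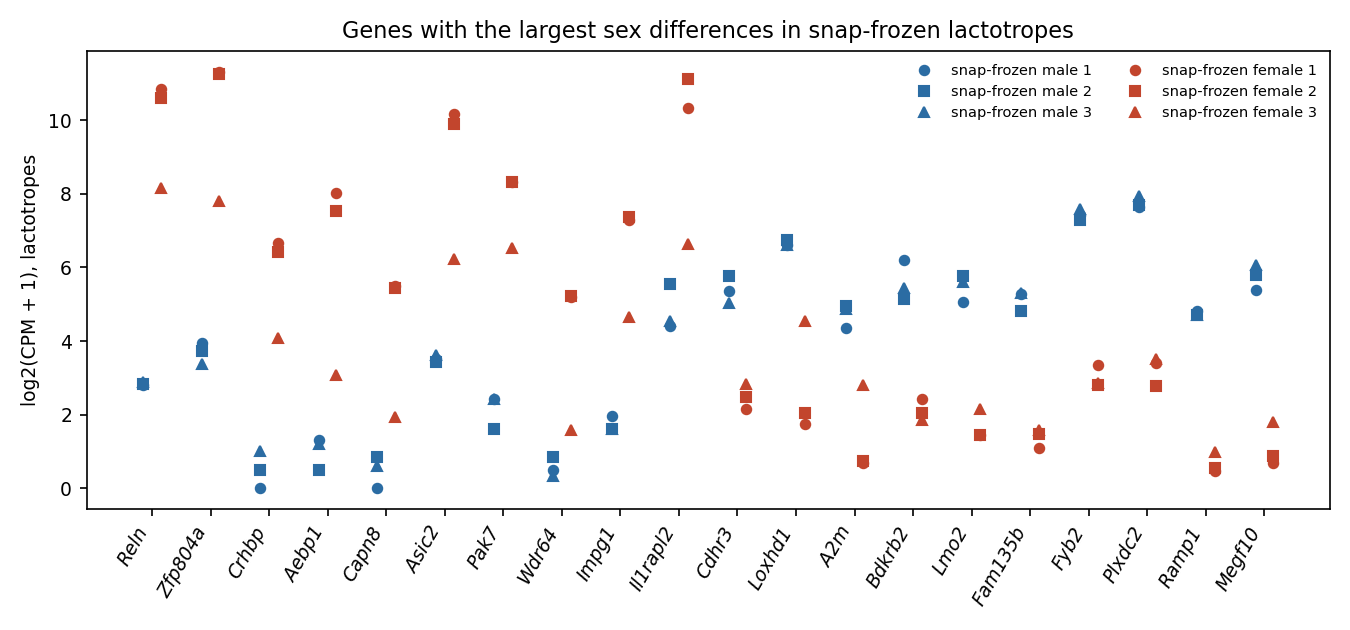
Level of the 20 named genes in snap-frozen lactotropes, log2(CPM + 1), with 1 point per library, males in blue, females in red, and a marker shape for each library. Males and females do not overlap in any of the 20 genes, which the rule for named genes requires, and Reln stands at a mean of 6.18 CPM in males and 1238 CPM in females.

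Several fixed gene lists held members that went both ways in lactotropes. Of 15 estrogen response genes, Pgr, Gal and Igf1r rose and Tiparp fell, with 6 higher and 1 lower adjusted over the list alone (camera adjusted p = 0.0559). Of 6 steroid receptors, those that rose included Pgr, and Nr3c1, Nr3c2 and Gper1 fell at levels that free RNA from other cells can reach. Of 9 prolactin axis genes, Prl and Gal rose, while Drd2, the dopamine receptor (log2 -0.27, adjusted p = 0.207), and Esr1, an estrogen receptor (-0.29, 0.177), did not pass, and the list's median (-0.23) and mean (0.31) differed in sign. Of 20 voltage-gated channel genes, 4 rose, among them Cacna1e (log2 1.71) and Kcnd2 (1.41), and 5 fell, among them Cacna2d2 (-0.90). Of 23 exocytosis genes, Cadps2 (log2 2.19) and Syt1 rose and Cadps (-1.07), Rab3b and Stx1a fell. Of 18 immediate early genes, Jun (log2 1.90) and Fosb (2.07) rose and Klf2 and Klf6 fell. Of the list of corticotrope and melanotrope function, Crhbp rose, and Nr3c1, Fkbp5, Sgk1 and Tsc22d3 fell at levels that free RNA can reach (camera adjusted p = 0.00529, and adjusted p = 0.426 with an estimated correlation).

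Of 11 gonadotrope function genes in lactotropes the 4 that fell were Fshb, Lhb, Cga and Gnrhr, all at levels that free RNA can reach. Hspb1 alone of 10 heat shock genes fell, none of 14 unfolded protein response genes passed, Igf1r alone of 13 growth hormone axis genes and Dio2 alone of 8 thyroid axis genes rose, and Miat alone of 7 nuclear noncoding RNAs fell. None of the 13 mitochondrially encoded and 4 hemoglobin genes passed, the latter with a median log2 of -0.92, and median and mean differed in sign for the noncoding RNAs (0.20 and -0.16) and the mitochondrially encoded genes (-0.09 and 0.15). Among lists that the study drew from these animals, and whose direction is therefore not independent evidence, Pgr and Crhbp rose and Fshb fell of 6 reproductive state genes (median log2 0.70), 2 of 26 regulon drivers rose and 4 fell, and Lhfpl3 and Tcerg1l rose of the 3 somatotrope pole genes (median log2 2.14, camera adjusted p = 0.0239, and adjusted p = 0.309 with an estimated correlation).

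The X inactivation and escape list and the Y-linked list behaved as labels of sex in lactotropes, somatotropes and gonadotropes. In lactotropes 5 of 9 X-linked members rose (6 adjusted over the list alone) and 4 of 5 Y-linked members fell, with adjusted p = 0.0292 and 0.00711 with an estimated correlation. In somatotropes 4 of 9 and 4 of 5 did so (adjusted p = 0.0206 and 0.00114 with an estimated correlation), and in gonadotropes 3 of 9 and 4 of 4 (adjusted p = 0.00514 for both with an estimated correlation). Kdm6a, a histone demethylase that escapes X inactivation, was called higher in females in all 8 classes tested. Eif2s3y, a translation factor gene on the Y chromosome, stood at 102.5 CPM in male lactotropes and had no count in female ones.

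The count of sex genes in lactotropes leaned on single libraries. It was 1704 with all 6 libraries, 392, 436 and 307 without male 1, 2 or 3, 852 and 564 without female 1 or 2, and 5985 without female 3. Leaving genes that can be background out of the test gave 967, and leaving out female 3 and male 3 together, an alternative added after the data were seen, gave 4768.

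In somatotropes 253 genes were higher and 131 lower in females of 15067 tested. Gh, the growth hormone gene, stood at 49968 CPM in females and 55671 CPM in males and did not pass the test (log2 -0.16 ± 0.32, SE, adjusted p = 0.82), nor did its releasing-hormone receptor Ghrhr (log2 -0.28 ± 0.17, adjusted p = 0.381). Female somatotropes had more Slco2a1, a prostaglandin transporter (100.9 ± 103 CPM against 5.71 ± 0.466, SD, n = 3 each, log2 4.15 ± 0.81), Adam12, a metalloprotease (log2 3.09 ± 0.54), Kcnt2, a sodium-activated potassium channel (log2 2.37 ± 0.22), and Cmss1 (log2 1.63 ± 0.20). Cmss1 was called higher in females in every class tested, so its rise is not particular to somatotropes. The others of the 10 largest increases were Crtac1 (3.50), the exocytosis gene Rims4 (2.98), Dpysl3 (2.74), Etnk2 (2.54), Shc2 (1.71) and Ptpru (1.58). Male somatotropes had more Nmnat2 (ENSMUSG00000042751, chromosome 1, 152954993 to 153119261), an enzyme of NAD synthesis, at 168.3 ± 24.5 CPM against 57.9 ± 0.241 (log2 -1.54 ± 0.13, adjusted p = 0.00164), and more Corin, a protease that processes natriuretic peptides (log2 -1.68 ± 0.23). The others of the 10 largest decreases were Depdc7 (-1.92), Ceacam2 (-1.50), the collagen Col4a3 (-1.49), Flrt2 (-1.45), Steap2 (-1.44), Ror1 (-1.35), Clstn2 (-1.25) and Tmem159 (-1.16).

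Of 15 unfolded protein response genes in somatotropes, the chaperones Hsp90b1 (log2 0.69 ± 0.10), Hspa5 (0.70) and Calr (0.86) rose and none fell, with 7 higher and 1 lower adjusted over the list alone (camera adjusted p = 0.00223, and adjusted p = 0.474 with an estimated correlation). Of 20 voltage-gated channel genes 4 rose, among them Cacna1e (log2 1.58), and 7 adjusted over the list alone (camera adjusted p = 0.000722, and adjusted p = 0.389 with an estimated correlation). Of 18 estrogen response genes, the cell cycle gene Ccnd1 (log2 0.69), Greb1 and Gal rose, the last 2 at levels that free RNA can reach (camera adjusted p = 0.00998, and adjusted p = 0.389 with an estimated correlation). Fkbp5, a glucocorticoid-induced cochaperone, fell (log2 -0.90 ± 0.13, from 308.8 to 166.1 CPM). None of the 15 growth hormone axis genes passed. The count of 384 called genes was 66, 20 and 19 without male 1, 2 or 3, 54 and 40 without female 1 or 2, and 1357 without female 3. It was 899 with DESeq2, 720 without the filter on low counts, 151 without genes that can be background, and 645 without female 3 and male 3.

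In gonadotropes 345 genes were higher and 308 lower in females of 11309 tested. Lhb, the beta subunit of LH, stood at 185.3 CPM in females and 523.9 CPM in males (log2 -1.51 ± 0.27, SE, adjusted p = 0.013). Fshb, the beta subunit of FSH (log2 -1.86 ± 0.69, adjusted p = 0.16), Cga, the shared alpha subunit (log2 -0.92, adjusted p = 0.080), and the GnRH receptor Gnrhr (log2 -0.45, adjusted p = 0.23) did not pass. Pgr rose (log2 2.76 ± 0.52, from 56.8 to 384.4 CPM), as did Dio2, which activates thyroid hormone (3.69). The largest increase was in Ppp1r1c (ENSMUSG00000034683, chromosome 2, 79707780 to 79818496), a phosphatase inhibitor, at 0.674 ± 0.752 CPM in males and 63.8 ± 26.3 CPM in females (SD, n = 3 each, log2 6.68 ± 0.59, adjusted p = 0.000619). Rnd3 (5.39), Spink13 (5.28), the adenylate cyclase Adcy8 (4.95), Mctp1 (4.46), the transcription factor Nhlh2 (4.28), Sgcd (4.05), the endothelin receptor Ednra (3.90), Neurod4 (3.86) and Anxa3 (3.85) followed. The largest decrease was in Gpr101 (ENSMUSG00000036357, chromosome X, 57496668 to 57503757), an orphan receptor, from 33.2 ± 5.35 CPM in males to 0.730 ± 0.652 in females (log2 -5.50 ± 0.50, adjusted p = 0.000695). Grem1, a BMP antagonist (-4.85), Cracr2a (-2.94), Unc13c (-2.80), the chemokine Cxcl14 (-2.73), Macc1 (-2.71), Rftn1 (-2.59), Spp1 (-2.59), Dgkg (-2.58) and the nicotinic receptor subunit Chrna6 (-2.41) followed.

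Of 23 exocytosis genes in gonadotropes, the secretory granule gene Chga (log2 -1.77), the prohormone convertase Pcsk1 (-1.87), Rab3b (-1.45) and Unc13c fell and none rose (camera adjusted p = 0.0156, and adjusted p = 0.295 with an estimated correlation). Of 20 voltage-gated channel genes, Kcnq5 (log2 3.27), Kcnh7 (2.00) and Kcnd3 rose (camera adjusted p = 0.00215, and adjusted p = 0.295 with an estimated correlation). Of 5 steroid receptors, those that rose included Pgr and Nr3c2 (camera adjusted p = 0.0195, and adjusted p = 0.295 with an estimated correlation). Of 13 mitochondrially encoded genes, mt-Nd5 (log2 -2.03) and mt-Nd4l (-1.94) fell, and 11 fell adjusted over the list alone (camera adjusted p = 2.9e-09, and adjusted p = 0.295 with an estimated correlation). Of 16 gonadotrope function genes, Lhb fell, with 2 higher and 4 lower adjusted over the list alone (camera adjusted p = 0.0969). The count of 653 called genes was 119, 147 and 152 without male 1, 2 or 3, 315 and 161 without female 1 or 2, and 1920 without female 3. It was 1663 without the filter on low counts and 1403 without female 3 and male 3.

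The other 5 classes had 72 to 414 sex genes. In thyrotropes, which secrete thyrotropin, Tshb, its beta subunit, fell in females (log2 -1.15 ± 0.21, SE, adjusted p = 0.0023, n = 3 each, from 2679.9 to 1215.9 CPM), and Ttn, the gene of the muscle protein titin, fell from 395.3 to 21.5 CPM (log2 -4.15 ± 0.30, adjusted p = 9.5e-10). Pak7 rose (log2 4.80 ± 0.50), as did Adamts19 (4.01), Ano4 (2.60) and Tex14 (2.58), and Bdkrb2 (-3.49), Ephb1 (-3.36) and Cntn4 (-2.85) fell. In stem cells Selenbp2 fell (log2 -3.43 ± 0.23, from 336.2 to 30.2 CPM), with Pld5 (-3.25), Cpa6 (-2.61) and Cacna1e (-2.40), while Csmd1 (2.32), Luzp2 (1.95), the glutamate receptor Grm7 (1.84) and Col12a1 (1.67) rose. In proliferating cells Olfm3 (4.57), Cntnap2 (2.76), Zfp804b (2.46) and the histone gene Hist1h1e (2.41) rose and Fam105a (-2.86), Cdhr3 (-2.86), Ror1 (-2.01) and Frmpd1 (-1.99) fell. That class was named by mitotic genes and not split by the type of the dividing cell. A sex difference in its mix of types cannot be told apart from one within a type. It made up only 0.938%, 0.704% and 1.32% of classed nuclei in males 1 to 3. In melanotropes, which make alpha-MSH from Pomc, Ddit4l fell (log2 -2.17 ± 0.23), with Dbpht2 (-1.22), Nxph1 (-1.09) and Tekt1 (-0.99), and Spo11 (1.50), Spag5 (1.43), Cmss1 (1.38) and Ppm1f (1.27) rose. In corticotropes, which make ACTH from Pomc, Pla2g3 (-1.34), Decr2 (-1.29), Susd1 (-1.20) and Jund (-0.98) fell and Dhx37 (1.72), the insulin signalling adaptor Irs4 (1.29), Doc2g (1.29) and Rev1 (0.94) rose. Pomc itself did not pass in melanotropes (log2 0.26, adjusted p = 0.65) or corticotropes (0.02, 0.98).

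The called genes numbered 79 higher and 78 lower in thyrotropes, 205 and 209 in stem cells, 76 and 25 in proliferating cells, 43 and 29 in melanotropes, and 50 and 24 in corticotropes. Without female 3 these counts were 272, 941, 636, 276 and 167 in that order of classes, and without male 3 they were 78, 69, 8, 14 and 38. Without males 1 and 2 in turn they were 119 and 96 in thyrotropes, 165 and 176 in stem cells, 7 and 10 in proliferating cells, 19 and 19 in melanotropes, and 41 and 56 in corticotropes. Without females 1 and 2 in turn they were 68 and 99, 219 and 130, 71 and 31, 37 and 39, and 52 and 45. Leaving out genes that can be background lowered the count in each of these classes, most strongly in corticotropes and melanotropes. Testing without the filter on low counts raised it in each, and DESeq2 lowered it in corticotropes and thyrotropes, as given below. Of 14 unfolded protein response genes, 6 rose in stem cells, among them Calr (log2 1.04), and Hspa5 (1.00) and Xbp1 rose in melanotropes (camera adjusted p = 0.00014 and 9.8e-06, and adjusted p = 0.29 and 0.18 with an estimated correlation). Over all 8 classes and 20 lists, 55 of 155 list tests by sex passed with the preset correlation and 17 passed with an estimated one.

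A test of the class by sex term addresses whether the sexes differ in one class more than in another. Between lactotropes and somatotropes it called 907 genes of 15888, with 307 more female-biased and 600 less female-biased in lactotropes. Reln differed by 4.04 ± 0.41 on the log2 scale (SE, adjusted p = 0.0011) and Pgr by 2.59 ± 0.37 (adjusted p = 0.00546), both more female-biased in lactotropes. Fyb2 differed by -3.89 ± 0.23 (adjusted p = 8.8e-05) and Plxdc2 by -4.77 ± 0.27 (adjusted p = 8.3e-05). Prl itself did not pass (-0.57 ± 0.26, adjusted p = 0.267), and its somatotrope level can be free RNA. Between gonadotropes and lactotropes 1080 genes of 13765 were called, with 637 more and 443 less female-biased in gonadotropes. Adcy8 differed by 5.85 ± 0.45 (adjusted p = 4.6e-05), Mctp1 by 4.21 ± 0.74 (adjusted p = 0.00696), Zfp804a by -5.91 ± 0.40 (adjusted p = 2.4e-05) and Pak7 by -5.32 ± 0.47 (adjusted p = 0.00011), while Pgr did not pass (-0.13 ± 0.19, adjusted p = 0.763). Genes called in both classes with opposite signs numbered 8 for the first pair and 39 for the second. The first count was 515, 320 and 293 without male 1, 2 or 3, 468 and 467 without female 1 or 2, and 1901 without female 3, and the second was 463, 507 and 434, 524 and 458, and 2741 in the same order. Without the filter on low counts the second count was 1996. Neither test was repeated without genes that can be background, so how many of the calls rest on free RNA is not known.

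**Figure D3:**
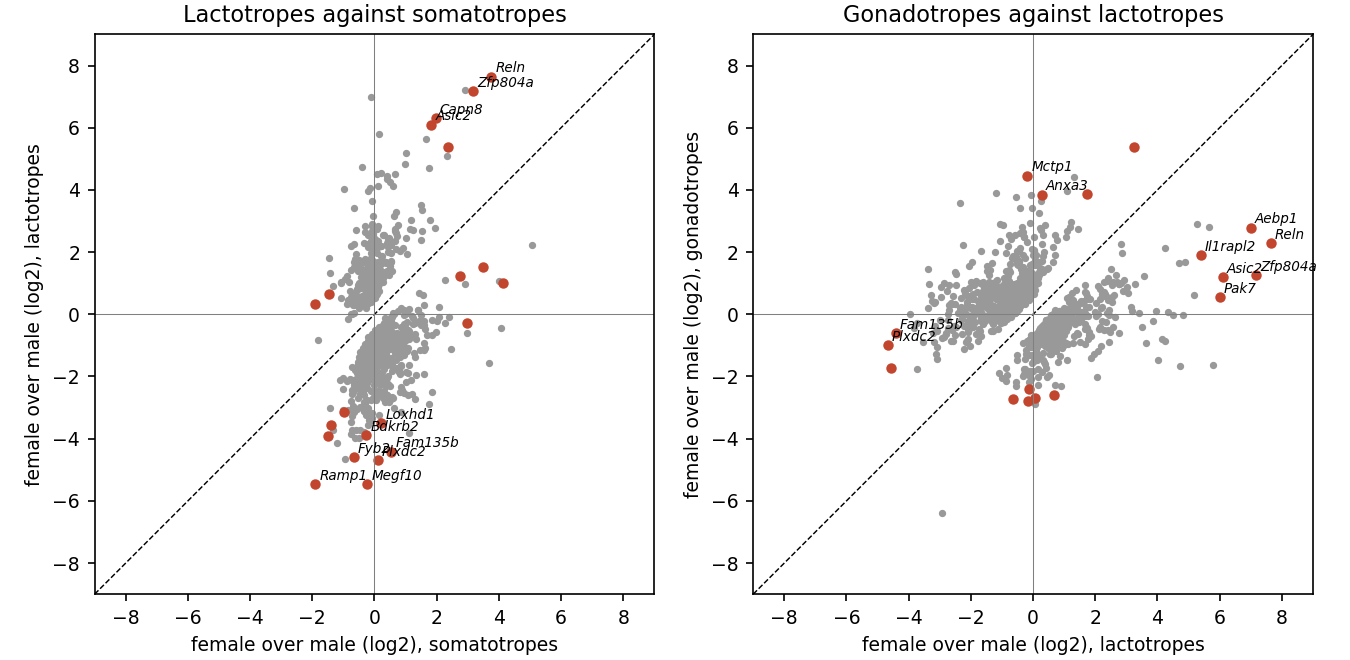
Female over male log2 fold change in 1 class against that in another for genes called in the test of the difference, with lactotropes against somatotropes on the left and gonadotropes against lactotropes on the right. Each point is a gene, red points are named genes and the dashed line marks equal effects, and Plxdc2 lies at -4.68 in lactotropes and 0.11 in somatotropes.

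The dissociated libraries, from 2 females and 1 male, show whether genes called by sex in snap-frozen nuclei had the same sign in nuclei prepared another way. Of 1460 such genes in lactotropes 1100 did, 75.3% (95% exact binomial interval 73.0% to 77.5%), with 725 of 742 male-biased genes and 375 of 718 female-biased ones. The intervals take genes as independent, although all come from the same libraries, so they do not measure the spread between animals. Lactotrope genes that were not called leaned the same way, with 2100 of 2335 male-higher and 345 of 2403 female-higher genes of the same sign. The share was 83.3% in stem cells (299 of 359), 79.6% in thyrotropes (86 of 108), 78.5% in gonadotropes (408 of 520), 76.8% in somatotropes (228 of 297), 68.4% in corticotropes (39 of 57), 64.3% in proliferating cells (36 of 56, with 14 male nuclei) and 51.9% in melanotropes (27 of 52, interval 37.6% to 66.0%). Among genes not called in snap-frozen nuclei it was 50.8% to 53.2% with both directions pooled, but it leaned to one direction in other classes than lactotropes too, with 1719 of 2477 female-higher and 862 of 2527 male-higher genes in thyrotropes and 1718 of 4290 and 2569 of 4117 in melanotropes. With TMM scaling of the dissociated libraries, added after the data were seen, the lactotrope share was 87.7% (663 of 742 male-biased and 617 of 718 female-biased genes) and the other 7 shares were 59.6% to 85.5%. Most lactotropes and somatotropes of the dissociated male came from a cluster with markers of both classes, and with that cluster left out whole, also added after the data were seen, the shares were 62.2% in lactotropes (867 of 1395, with 34 male nuclei) and 67.7% in somatotropes (195 of 288, with 127 male nuclei). With 1 dissociated male there was no test between the sexes, and the female and male libraries came from different dissociation protocols.

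The study gives as its reason for using snap-frozen tissue that changes of expression outside the animal are avoided, and the snap-frozen and dissociated female libraries bear on this. Immune cells made up 3.51% ± 0.264 of classed nuclei in dissociated females and 0.679% ± 0.315 in snap-frozen ones (SD, n = 2 and 3, log2 2.36 ± 0.39, SE, edgeR adjusted p = 0.00748). Endothelial cells made up 4.47% ± 0.632 and 0.673% ± 0.488 (log2 2.71 ± 0.57, edgeR adjusted p = 0.0109), and corticotropes 7.06% ± 0.339 and 2.72% ± 0.854 (1.37 ± 0.33, 0.0142). Proliferating cells made up 1.25% ± 0.105 and 4.25% ± 1.50 (-1.78 ± 0.38, 0.0109). Somatotropes, with 20.7% in dissociated and 30.2% in snap-frozen females (edgeR adjusted p = 0.117), lactotropes, with 30.7% and 37.2% (0.416), stem cells, with 16.5% and 10.6% (0.117), and the other 5 classes did not pass. Exact permutation p-values of the called shares were 0.1 to 0.2, and 0.1 is the smallest that 3 against 2 allows. Without dissociated female 1 or 2 the adjusted p was 0.0779 and 0.0996 for corticotropes and 0.0779 and 0.0629 for proliferating cells, with ranges of 0.00602 to 0.633 and 0.000901 to 0.0779 over all alternatives. The corticotrope call also ended with TMM factors over classes (0.0823) and with at most 5% mitochondrial counts (0.633).

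Within a class, stress-response genes were higher in dissociated females than in snap-frozen ones. All 24 immediate early genes, which are transcribed within minutes of a stimulus, rose in lactotropes, with a median log2 change of 5.30 (camera adjusted p = 2.8e-16, and adjusted p = 0.289 with an estimated correlation). Jun rose from 37.8 ± 7.48 to 1416.8 ± 221 CPM (SD, n = 3 and 2, log2 5.23 ± 0.26, SE, edgeR adjusted p = 1.2e-05), and Klf4 from 0.662 to 365.0 CPM (9.23 ± 0.41). Of 12 heat shock genes 11 rose (12 adjusted over the list alone), with a median of 3.44 (camera adjusted p = 3.5e-13, and adjusted p = 0.289 with an estimated correlation), and Hspa1a, an inducible HSP70, rose from 0.285 to 191.0 CPM (9.22 ± 0.31). All 14 unfolded protein response genes rose, with a median of 3.04 (camera adjusted p = 5.1e-09, and adjusted p = 0.447 with an estimated correlation), among them Hspa5 from 81.0 to 1978 CPM (4.61 ± 0.33). All 13 mitochondrially encoded genes rose, with a median of 8.28 (camera adjusted p = 2.1e-19, and adjusted p = 0.289 with an estimated correlation). Of 20 voltage-gated channel genes 1 rose and 17 fell, with a median of -2.07 (camera adjusted p = 8.3e-05, and adjusted p = 0.289 with an estimated correlation), among them Kcnd2 (-5.11 ± 0.43), Kcnb2 (-4.10 ± 0.27) and Cacna1c (-3.82 ± 0.31). Of called lactotrope genes with the most intron sequence, a group defined below, 89.6% were lower, with a median log2 change of -1.77. The channel list was not compared with genes of similar intron length, so its fall cannot be told apart from the counting of introns. All 4 hemoglobin genes fell, with a median of -8.59 when genes with a group at 0 are set to their bound (camera adjusted p = 0.0102, and adjusted p = 0.487 with an estimated correlation).

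In somatotropes 22 of 24 immediate early genes rose, with a median log2 change of 6.75, or 6.46 with genes at their bound (camera adjusted p = 5.0e-14, and adjusted p = 0.198 with an estimated correlation). Jund rose from 31.7 ± 2.53 to 4059.6 ± 889 CPM (SD, n = 3 and 2, log2 7.00 ± 0.25, edgeR adjusted p = 5.9e-07). Of 12 heat shock genes 11 rose, with a median of 4.13, all 15 unfolded protein response genes rose, with a median of 2.64, and 17 of 20 voltage-gated channel genes fell, with a median of -2.28 (adjusted p = 0.107, 0.107 and 0.198 with an estimated correlation). Of called somatotrope genes with the most intron sequence 92.3% were lower, with a median log2 change of -1.72. Of those with the least 20.8% were lower, with a median of 1.68. The same limit therefore holds for the channel genes and the unfolded protein response genes here. Gh rose from 33029.7 to 801301 CPM (4.60 ± 0.91) and Prl in lactotropes from 28855 to 857108 CPM (4.89 ± 0.98). These levels carry the TMM factors of this comparison. They are not shares of a nucleus's counts and cannot be set against the levels given by sex. Immediate early genes, heat shock genes, unfolded protein response genes, voltage-gated channel genes and mitochondrially encoded genes passed in the same directions in all 8 classes. None of the 60 of 149 list tests by preparation that passed with the preset correlation did so with an estimated one (adjusted p of 0.107 or more), and fry called 114.

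The 10 named genes with the largest increase in dissociated lactotropes had no count in the 3 snap-frozen females, or in the case of Tuba1a a single one. Ndufa13, a complex I subunit (ENSMUSG00000036199, chromosome 8, 69894180 to 69902558), stood at 646.7 ± 67.2 CPM in dissociated females on the TMM scale (SD, n = 2). In plain CPM Ndufa13 was at least 2808-fold higher than the floor of 3 counts over the snap-frozen group. Cox4i1 was at least 1884-fold higher and Chchd2 at least 1630.3-fold, both genes of mitochondrial proteins, Tcf25 at least 1366-fold, Nme1 at least 830.2-fold, Map1lc3b, an autophagy gene, at least 686.2-fold, Ube2b at least 541.9-fold, Utp14b at least 363.0-fold and Gprasp2 at least 348.8-fold. The 10 in somatotropes, with Per3 and Nmt1 in place of Nme1 and Tuba1a, were at least 369.8-fold to 1901-fold higher. The 3' end of all these genes lies inside another gene on the same strand. A difference in counting can give such folds, so they are not read as changes of RNA. The largest decreases in lactotropes included Kcnq1, a potassium channel, from 208.9 ± 57.4 to 0.860 ± 0.469 CPM (log2 -7.77 ± 0.44), Grm3 (-8.31), Sorbs2os (-9.93), Agrp (-7.91), the agouti gene a (-7.82), Tex14 (-7.47) and Zfp804b (-7.36), and Xlr5a, Epo and Grip1os2 had no count in dissociated females. In somatotropes they included Fgfr2, a growth factor receptor, from 478.2 to 2.26 CPM (-7.68 ± 0.27), Nrg1, a growth factor, from 6545 to 38.5 CPM (-7.41 ± 0.33), Kcnrg (-8.73), C79798 (-8.38), Shisa3 (-8.31), the protease Mmp27 (-8.21), Pard3bos1 (-7.58) and Far1os (-7.44), and Sox5os4 and Rapgef4os1 had no count in dissociated females.

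By edgeR 5305 genes were higher and 5805 lower in dissociated lactotropes of 15939 tested, and 5477 and 5952 of 15352 in somatotropes. In the other classes they were 3733 and 3955 in gonadotropes, 4435 and 4729 in melanotropes, 3535 and 3309 in corticotropes, 2566 and 2567 in thyrotropes, 4901 and 4975 in stem cells, and 3388 and 3829 in proliferating cells, whose total of 7217 was 4756 without dissociated female 1. The labels describe the snap-frozen counts as pre-mRNA and the dissociated ones as mRNA, so preparation and the counting of introns cannot be told apart for genes with introns.

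The study named 33 transcription factors as regulon drivers in these animals, so their direction here is not independent evidence. They were left out of the genes used for clustering, and 32 of 33 passed in the class where they were highest. That class was chosen on the tested differences themselves, so this count is not a separate test. Pax7, a melanotrope factor, stood at 385.4 ± 39.6 CPM in melanotropes and 2.98 CPM in the mean of the other classes (SD, n = 6, log2 7.30 ± 0.34, higher in 6 of 6 libraries, exact sign-flip p = 0.03125, adjusted p = 0.0484). Tbx19, which switches on Pomc, was highest in corticotropes (5.89 ± 0.71), Nr5a1 (5.58 ± 0.29), Foxl2 (4.73) and Pitx1 (2.40) in gonadotropes, Gata2 in thyrotropes (3.84), Nr1h4 (3.53), Myb (3.43) and Pou1f1 (3.38) in lactotropes, Zbtb16 in somatotropes (2.09), and Rfx4 (5.03) and Pax6 (4.85) in stem cells. Foxp2 was highest in pericytes (3.92), and Tcf12, highest in gonadotropes, did not pass (0.31 ± 0.80, in 3 of 6 libraries). Of 330 driver and class pairs 213 passed, 109 higher and 104 lower, all at the smallest exact p that 6 libraries allow. Without doublet removal 0 passed the exact test, since 205 pairs reached that smallest p of 0.03125 and its adjusted value was then 0.0503.

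**Figure D4:**
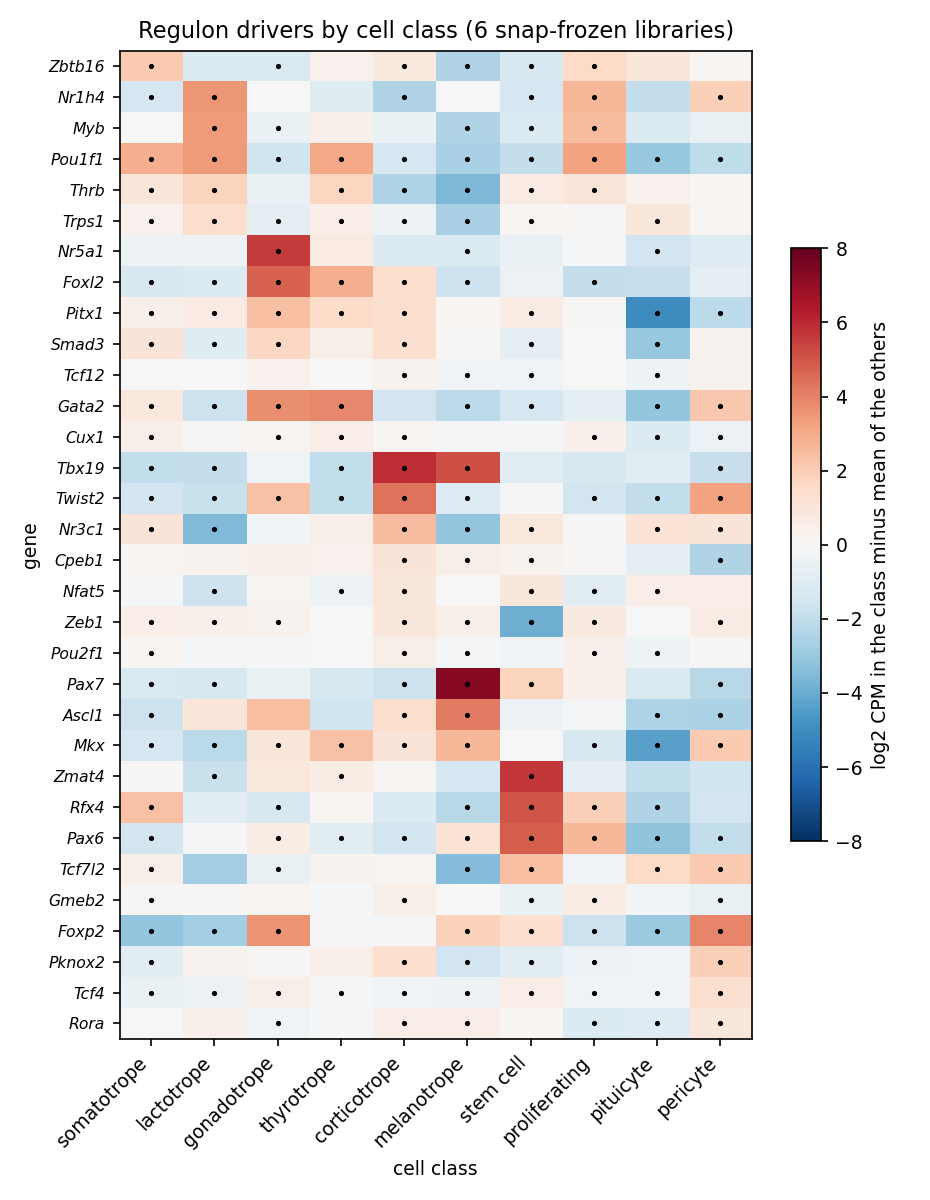
Log2 CPM of each of 32 of the 33 regulon drivers (vertical axis) in a cell class (horizontal axis) minus the mean of the other classes, averaged over 6 snap-frozen libraries and shown as colour, with a black dot where the adjusted p is under 0.05. Pax7 reaches 7.30 in melanotropes and Nr5a1 5.58 in gonadotropes.

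The study placed Lhfpl3 and Dpp10 at one pole of the somatotropes and Tcerg1l at the other, a choice made on these animals. With nuclei thinned to 1000 UMIs, Lhfpl3 and Dpp10 were found in the same somatotrope nucleus more often than independent detection would give (log2 odds ratio 1.29 ± 0.37, SD, n = 6, above 0 in 6 of 6 libraries). Lhfpl3 with Tcerg1l (-0.99 ± 0.44) and Dpp10 with Tcerg1l (-1.22 ± 0.59) were below 0 in 6 of 6 libraries. The exact sign-flip p was 0.03125 for each pair, the smallest that 6 libraries allow. Dpp10 was found in 11.3% to 23.2% of thinned somatotrope nuclei and 0.509% to 2.14% of lactotrope nuclei, and Tcerg1l in 10.3% to 20.4% and 0.148% to 4.56%. Lhfpl3 was found in 34.3% to 46.5% of somatotropes, and in lactotropes in 18.4% to 21.1% in males and 26.1% to 68.3% in females.

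Single animals differed from the others of their sex, and each such value has no replicate. The study named the individual gonadotrope genes given here for their difference in a female of these animals. It also reported raised immediate early genes in a male of these animals. The direction of those values is therefore not independent evidence. In gonadotropes of female 3, Fshb stood at 1652 CPM, against 113.4 and 463.5 CPM in females 1 and 2, and Pitx1 at 401.7 CPM, against 117.8 and 197.3. Pgr stood at 95.6 CPM in female 3, against 631.0 and 367.3, Greb1, an estrogen-induced gene, at 62.2, against 345.4 and 307.9, and Gnaq, a G protein subunit, at 346.7, against 1411 and 1154. In somatotropes the summed immediate early genes stood at 2686 CPM in male 3, against 178.7 and 223.8 in males 1 and 2, and at 1043 CPM in female 2, against 206.2 and 200.9 in females 1 and 3. In gonadotropes the sum stood at 4737 CPM in male 3, against 325.6 and 334.2 in males 1 and 2, and in lactotropes at 2036.8 CPM in female 3, against 872.9 and 689.7 in females 1 and 2, and at 1066 CPM in male 3, against 1281 and 591.8 in males 1 and 2.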

Values the study reported

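The study reports 35,707 nuclei from 6 snap-frozen pituitaries. Apart from that total, a figure legend gives 7,150, 4,562 and 6,146 nuclei in the males and 6,717, 5,282 and 4,186 in the females. It reports 344 regulons over its single-nucleus data.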

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

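The tests of Y-linked genes and the counts over other splits of the libraries were chosen after the results were seen.

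The effect of sex differed between cell classes by a test of the difference itself, which was not repeated without genes that can be background. Leaving such genes out lowered the counts of sex genes within lactotropes and within somatotropes. That test called 907 genes between lactotropes and somatotropes and 1080 between gonadotropes and lactotropes. The 6 libraries allow 10 splits, too few for a share under 0.05, and only 1 of the 10, the real one, gave as many genes in either test, with 0 in the highest other split.

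The gene differences for lactotropes minus somatotropes, as log2 female over male, were negative for Megf10 (-5.21), Fam135b (-4.98), Plxdc2 (-4.77), Loxhd1 (-4.15), Fyb2 (-3.89), Ramp1 (-3.54), Bdkrb2 (-3.51), Lmo2 (-3.22), Rims4 (-3.20), Kcnt2 (-2.92), Slco2a1 (-2.84), Col4a3 (-2.47), Cdhr3 (-2.31), A2m (-2.27), Crtac1 (-1.95) and Dpysl3 (-1.53). They were positive for Ror1 (1.91), Flrt2 (2.04), Depdc7 (2.18), Il1rapl2 (2.69), Asic2 (3.92), Zfp804a (3.96), Reln (4.04), Capn8 (4.21) and Impg1 (4.32).

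For gonadotropes minus lactotropes they were negative for Zfp804a (-5.91), Pak7 (-5.32), Reln (-5.23), Asic2 (-4.79), Capn8 (-4.58), Aebp1 (-3.91), Impg1 (-3.86), Il1rapl2 (-3.53), Dgkg (-3.29), Unc13c (-2.85), Macc1 (-2.77), Cxcl14 (-2.13) and Chrna6 (-1.9996). They were positive for Neurod4 (1.92), Rnd3 (2.20), Fyb2 (2.78), Anxa3 (3.58), Bdkrb2 (3.59), Plxdc2 (3.69), Fam135b (3.86), Mctp1 (4.21) and Adcy8 (5.85).

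Nuclei outside the named classes are in none of the comparisons. A cluster with somatotrope and lactotrope markers kept, after the step at resolution 2.0, 289, 245 and 283 nuclei of snap-frozen males 1 to 3 and 6, 14 and 147 of females 1 to 3. Clusters without a class held 2839 and 1608 nuclei of dissociated females 1 and 2 and 1677 of dissociated male 4. No explanation of either was tested.

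The counts of sex genes within a class were the largest of the 10 splits in all 8 classes, and 10 splits are too few for a share under 0.05. The real value and the highest other were 1704 and 0 in lactotropes, 653 and 0 in gonadotropes, 414 and 0 in stem cells, 384 and 1 in somatotropes, 157 and 1 in thyrotropes, 101 and 2 in proliferating cells, 74 and 1 in corticotropes, and 72 and 1 in melanotropes.

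Many genes differed between dissociated and snap-frozen females. Of 66 genes with no count in snap-frozen lactotropes and at least 20 CPM in dissociated ones, 100% have their 3' end inside another gene on the same strand, against 1.94% of 5672 other genes, and in somatotropes 97.3% of 74 against 1.96% of 6238. Counting over whole gene bodies, which leaves reads in overlapping genes uncounted, is a candidate explanation for these genes. Whether the dissociated libraries were counted the same way is not settled by these genes. Their level of at least 20 CPM in dissociated nuclei was the rule by which they were chosen. Among the other genes, 110 in lactotropes and 122 in somatotropes also end inside another gene and had counts in snap-frozen females. Such an end alone therefore does not leave a gene uncounted. Among called genes that overlap no other gene, 89.6% were lower in dissociated lactotropes in the 25% of genes with most intron sequence and 14.3% of the intronless ones, a difference of 75.3 percentage points, and in somatotropes the difference was 80.8. Intron counting in the snap-frozen libraries alone could give this trend, although the study's methods describe whole-transcript counting without naming a preparation, and a difference in RNA between preparations cannot be told apart from it for genes with introns.

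Immediate early and heat shock genes were higher in dissociated females. The counting of introns is argued against, since the 6 intronless members (Hspa1a, Hspa1b, Ier2, Ier5, Jun and Jund) had a median log2 change of 5.66 in lactotropes, at percentile 99.5 of 395 other intronless genes, and 8.11 in somatotropes, at percentile 99.7 of 372. RNA from other cells reached 50% of the level in 5.71% of the 35 members called higher in lactotropes and in 9.09% of the 33 in somatotropes, too few to explain the lists. A response of the cells to dissociation or cryopreservation may explain the pattern, and these 2 steps, the animals and the day were not tested apart.

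Snap-frozen female 3 lay between the males and the other 2 females. Over genes called without it, its median was 66.7% of the way to the males in lactotropes (5975 genes), 66.4% in gonadotropes (1912) and 59.5% in somatotropes (1348), while each other library in these classes lay at -14.8% to 24.1% over far fewer genes (12 to 843), called with female 3 included. Over genes that cannot be background, snap-frozen male 1 lay 37.0% of the way to the females in somatotropes (35 genes). Male nuclei in the library are argued against, since its Y-linked level was 1.21% of the male mean in lactotropes and 1.18% in gonadotropes. RNA from other cells is argued against as the whole cause, since genes that cannot be background lay 71.1% and 67.9% of the way. The stage of the cycle may differ between randomly cycling females, and no label gives it, so this stays open and untested.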

How the results depend on the processing

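The alternatives that leave mixed clusters out whole or count them as somatotropes, leave out snap-frozen female 3 and male 3, and scale the dissociated libraries with TMM were chosen after the data were seen. Where no cause is named below, the cause was not tested.

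Sex gene counts stayed within 1.5 times with size factors of DESeq2 in edgeR and at least 1000 UMIs. DESeq2 gave 899 in somatotropes, 28 in corticotropes and 83 in thyrotropes. No filter gave 720 in somatotropes, 1663 in gonadotropes, 369 in melanotropes, 141 in corticotropes, 243 in thyrotropes, 996 in stem cells and 516 in proliferating cells. With background genes left out, so that fewer genes were tested, the counts were 151 in somatotropes, 967 in lactotropes, 10 in melanotropes, 7 in corticotropes, 97 in thyrotropes, 146 in stem cells and 43 in proliferating cells. No doublet removal gave 125 in melanotropes, and the replicate block 159 in melanotropes and 725 in stem cells. Without female 3 and male 3 the counts were 645 in somatotropes, 4768 in lactotropes, 1403 in gonadotropes and 450 in proliferating cells.

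With 1 library left out, sex gene counts ranged from 19 (without male 3) to 1357 in somatotropes, 307 (male 3) to 5985 in lactotropes, 119 (male 1) to 1920 in gonadotropes, 14 (male 3) to 276 in melanotropes, 38 (male 3) to 167 in corticotropes, 68 (female 1) to 272 in thyrotropes, 69 (male 3) to 941 in stem cells and 7 (male 1) to 636 in proliferating cells, each highest without female 3. The class by sex counts ranged from 293 to 1901 for lactotropes against somatotropes and 434 to 2741 for gonadotropes against lactotropes, lowest without male 3 and highest without female 3, and the second was 1996 with no filter.

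Shares of somatotropes by sex lost their call at resolution 0.5 (log2 -0.69, adjusted p = 0.0623) and 2.0 (-0.68, 0.0700), with TMM factors over classes (-0.60, 0.359), no doublet removal (-0.72, 0.0732), at most 5% mitochondrial counts (-0.68, 0.0506) and the replicate block (-0.67, 0.0903), over a range of 0.0306 to 0.359. It held without female 3 alone (-0.78, 0.0306), and was 0.133, 0.166 and 0.170 without males 1 to 3 and 0.171 and 0.170 without females 1 and 2. Lactotropes lost it with TMM factors (1.01, 0.0676) and the block (0.89, 0.0726), and without males 1 to 3 (0.0711, 0.0931, 0.112) or female 2 (0.0886), of 0.0191 to 0.112. Gonadotropes lost it with TMM factors (-0.90, 0.0877) and without male 1 (0.0711), male 3 (0.0905) or female 2 (0.0782), of 0.00957 to 0.0905. With 1 library left out, log2 differences were -0.78 to -0.57 for somatotropes, 0.76 to 0.99 for lactotropes, -1.03 to -0.93 for gonadotropes and 1.83 to 2.36 for proliferating cells. By preparation, corticotropes lost the call with TMM factors (1.19, 0.0823) and at most 5% mitochondrial counts (0.34, 0.633), and without dissociated female 1 (0.0779) or 2 (0.0996), of 0.00602 to 0.633. Proliferating cells lost it without dissociated female 1 (0.0779) or 2 (0.0629), of 0.000901 to 0.0779. With 1 library left out the differences were 1.14 to 1.58 and -2.02 to -1.51.

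Preparation gene counts at most 5% mitochondrial were 6547 in somatotropes, 6132 in lactotropes, 1873 in corticotropes and 2657 in stem cells, and too few nuclei were left in gonadotropes, melanotropes, thyrotropes and proliferating cells, where it was not fitted. With background genes left out they were 7145 in lactotropes, 5824 in melanotropes, 3406 in corticotropes, 4541 in stem cells and 4474 in proliferating cells. With 1 library left out they ranged in proliferating cells from 4756 (without dissociated female 1) to 7877 (without snap-frozen female 3). Uty by preparation in lactotropes, not a named gene, had a log2 change of 0.15 at most 5% mitochondrial (adjusted p = 0.956).

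Of list tests by sex 55 passed with camera, 17 with an estimated correlation and 23 with fry, and by preparation 60, 0 and 114. Of drivers 213 differences passed, and 0 without doublet removal by the exact test, where 205 had the smallest unadjusted p of 0.03125. The share of sex genes with the same sign in dissociated lactotropes was 87.7% with TMM scaling and 62.2% with mixed clusters left out whole, and in somatotropes 67.7% with the latter, which left 34 and 127 nuclei of the dissociated male. Leaving mixed clusters out whole, which was not fitted for the class by sex, driver and pole results, kept the calls of class shares, 373 of 384 sex genes in somatotropes, 1699 of 1704 in lactotropes and 11345 of 11429 preparation genes in somatotropes. Of the named sex genes present, 42 of 99, 50 of 100 and 44 of 99 kept the call without males 1 to 3, 72 of 98, 56 of 98 and 100 of 100 without females 1 to 3, 84 of 100 with background genes left out, 91 of 100 with DESeq2, 92 of 100 without female 3 and male 3, 97 of 100 with the replicate block and 100 of 100 with mixed clusters left out whole. Pole odds ratios kept their signs when thinned to 2000 UMIs or not thinned.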

Other observations

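These values were chosen after the data were seen and carry no explanation.

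Across the 8 classes, 2133 genes were called by sex in 1 class, 353 in 2 and 17 in at least 6 in a single direction, and 83 were called in both directions in different classes. Beside Xist, Tsix, Kdm6a and the Y-linked Ddx3y, Eif2s3y, Kdm5d and Uty, genes higher in females in all 8 classes were Gm42418 (log2 2.20 to 2.86), Cmss1 (0.94 to 1.66), Camk1d (0.81 to 2.23), Gm44511 (0.87 to 1.25) and Prl (1.37 to 2.16), the last at levels that free RNA can reach outside lactotropes. Hist1h1e (2.28 to 4.07), Tex14 (1.16 to 2.58) and Gm26917 (0.90 to 2.40) were called higher in 7 classes and Sltm in 6, and Mettl23 (-1.38 to -0.82) lower in 7. Over all classed nuclei Gm42418 stood at 1131, 1209 and 890.6 CPM in snap-frozen males 1 to 3, at 8624, 7928 and 2127 CPM in females 1 to 3, at 5072 and 6858 CPM in dissociated females 1 and 2, and at 10884 CPM in dissociated male 4. Cmss1 stood at 7.84 and 5.72 CPM in the dissociated females and 7.06 CPM in the dissociated male.

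Fkbp5, a glucocorticoid-induced gene, was lower in snap-frozen females and called in 4 of 8 classes, which were lactotropes (log2 -3.10), stem cells (-3.14), thyrotropes (-1.06) and somatotropes (-0.90), and in the first 3 its level can be background. It was lower in the dissociated females than in the dissociated male in 8 of 8 classes, at 3.402 CPM against 48.6 CPM in lactotropes and 7.84 CPM against 74.7 CPM in stem cells. These classes come from the same libraries with a single male, so they are not independent of each other. The dissociated females and male also came from different protocols, and most of that male's lactotropes and somatotropes came from a mixed cluster. Of other glucocorticoid-induced genes, Tsc22d3 was called lower in 2 of 5 classes and Sgk1 in 2 of 5, and Per1 in 0 of 5 by edgeR, and they were lower in the dissociated females than in the dissociated male in 5 of 5, 0 of 5 and 2 of 5. The called levels of Sgk1, in lactotropes and stem cells, and of Tsc22d3 in lactotropes can be background. That of Tsc22d3 in stem cells was not flagged as such.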
